A study of Mus musculus with 8 samples. Its data were reported in "LincRNA H19 protects from dietary obesity by constraining expression of monoallelic genes in brown fat" (2018).

How the data were processed

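Brown adipose tissue (BAT) of 8 male C57BL/6 mice was profiled by RNA-Seq. The mice fell into 4 groups of 2: mice housed at 22 °C (replicates 4 and 7), mice held at 4 °C for 24 h (replicates 2 and 11), mice fed a control diet (CD, replicates 6 and 8) and mice fed a high-fat diet (HFD, replicates 2 and 6). Groups and replicate numbers were taken from the sample labels. The labels call the control group's food normal chow, whereas the study describes a control diet matched in micronutrients. Which was fed is not settled here, and CD stands for this group. The study's methods describe fasting at the end of the cold exposure and do not make clear whether the mice at 22 °C were fasted too.

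The authors depleted ribosomal RNA, made directional libraries and sequenced them as paired ends. They mapped the reads to the mouse assembly GRCm38 with Tophat2 and obtained gene values with Cufflinks on Ensembl genes. The deposited table holds FPKM (fragments per kilobase of transcript, relative to the mapped fragments of the library), 1 value per gene and library, made by the authors with no pooling of replicates. It lists 49452 genes with their positions. Of these, 49109 matched the GENCODE M21 annotation of the same assembly by Ensembl identifier. The annotation supplied the gene type and the symbol, and classed 21659 genes as protein-coding (mRNA) and 7716 as long non-coding (lncRNA). Gene models and positions are those of GRCm38 throughout, counted from base 1.

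The test planned before the data were examined was a count model with FPKM as the fallback, and the fallback applied because the table holds no counts. The authors used DESeq2 on counts that were not used here, so their test was not repeated. FPKM values were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend). Each comparison used only the 4 libraries of its 2 groups and no covariate. Genes entered a test with at least 0.1 FPKM in at least 2 of the 4 libraries, a filter set after the table had been inspected and before any test was run. P-values are two-sided and were adjusted by Benjamini-Hochberg over all genes of a comparison. A gene was past threshold at an adjusted p under 0.05 together with a log2 fold change of at least 1 in either direction. Because 1 is added before the logarithm, fold changes of genes with low FPKM are understated. Standard errors (SE) of fold changes are limma's moderated ones.

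Genes on the X and Y chromosomes and the mitochondrial genome were left out of the tests after the table had been inspected. All 2613 X and 1570 Y genes are listed at 0 in 3 libraries (both 22 °C libraries and CD replicate 6), and at most 1 of the 37 mitochondrial genes is above 0 there. The other 5 libraries list 779 to 1175 X genes above 0. The 250 X genes at 1 FPKM or more in all 5 of those libraries are listed at 0 in the 3 others. An exact 0 in this table can therefore be a missing estimate, and a gene at 0 is described here as listed at 0.

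Depth is not stated in the table. In genes with 1 transcript and 1 exon of 600 to 3000 bases, low FPKM values fell on whole multiples of the value of 1 fragment. Between 1196 and 3036 low values per library could be tested, and 99.5% to 99.8% of them were whole within 0.1 fragment. By that step, 1 fragment on a transcript of 2000 bases corresponds to 0.00437 to 0.00605 FPKM, depending on the library, and 3 fragments to 0.0131 to 0.0181 FPKM. These figures cover counting error only, and fragments without molecular identifiers are not independent molecules. The 3 libraries with all X genes listed at 0 had the lowest step, 0.00437 to 0.00457 FPKM, against 0.00517 to 0.00605 in the others.

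The replicate numbers of compared groups do not pair the libraries, because 22 °C and 4 °C share none and CD and HFD share only number 6. The libraries also split by a feature that crosses the groups. The satellite-repeat gene Gm10800 is above 100 FPKM in 1 library of each group (22 °C replicate 4, 4 °C replicate 11, CD replicate 8 and HFD replicate 2) and between 0.0998 and 4.13 FPKM in the other library of the group. These are called satellite-high and satellite-low libraries here. Comparisons were recomputed within each library type and with library type as a covariate. In 4 libraries that covariate leaves less replicate information per gene than the main fit. Its adjusted p therefore rest more on spread shared across genes.

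Gene sets of paternally expressed genes (PEGs, 35 genes) and maternally expressed genes (MEGs, 42 genes) were written by hand at the same time as the tests were planned. They were tested with fgsea 1.28.0 on signal-to-noise ranks of FPKM, with 10000 gene permutations and Benjamini-Hochberg adjustment over the 4 tests. A normalized enrichment score (NES) above 0 means that the set lies among genes with higher values in the second group. Marker lists for skeletal muscle, macrophages, lymphoid cells, erythroid cells, white adipocytes and proliferation were written then too, and tested with limma's camera, adjusted over 12 tests. Camera was run with its default fixed correlation between genes, so markers that vary together count almost as independent evidence. Its p-values therefore do not measure the spread between mice. A skeletal muscle marker score was the mean log2(FPKM + 1) over the 11 of 12 listed muscle markers found in the table. Exact permutation tests and correlations used SciPy 1.17.1 with NumPy 2.4.6 and pandas 2.3.3 in Python 3.11.15.

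Genes are named by a rule fixed with the planned tests. It takes 13 genes named in the study's text or labelled in its plots of these libraries (Lep, Acot1, Mstn and Elovl6 from the plots). The study's text, plots and the start of its lists of changed genes had been read before this rule and the gene lists were written, so neither is independent of these data. It then takes, in each comparison, up to 5 rises and 5 falls with the highest fold change among genes past threshold with a mean of at least 1 FPKM, and the same for up to 3 lncRNA genes each way. LncRNA genes past threshold in both comparisons would have been named, but there were none.

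The fit was tested on simulated values with the level of the real genes, a spread smoothed over genes of similar level, and 200 changed genes. Noise was independent between genes, with no library type, tissue content or scaling shift. All changed genes had a mean of at least 1 FPKM. The fit recovered 97.5% of the changed genes in the simulated cold comparison of 17477 genes, with 1 false call among 196. In the simulated diet comparison of 17543 genes it recovered 79%, with 3 false calls among 161. The number of calls with the wrong sign was 0 in both. These shares do not measure how the fit performed on the real data, which hold the features left out of the simulation.

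Alternatives fixed beforehand were quantile normalization, median centring, no filter, a filter of 1 FPKM in 2 libraries, all 8 libraries in 1 fit, rescaling after leaving out mitochondrial and rRNA genes and Ucp1, a pseudocount of 0.1, other thresholds, other gene set statistics and leaving out each replicate. Alternatives chosen after seeing the data were library type as a covariate, the muscle marker score as a covariate, keeping X, Y and mitochondrial genes, testing only mRNA and lncRNA genes, and rescaling to their autosomal sum.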

Results

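BAT burns fuel to make heat, and the study asked which mRNAs and lncRNAs follow its activity when mice are exposed to cold or fed a HFD. The table gives FPKM for 8 BAT libraries in 4 groups of 2. Between 23543 and 32686 genes were above 0 per library, and 10228 to 11436 reached 1 FPKM. Libraries of a group correlated across autosomal genes with a Pearson r on log2(FPKM + 1) of 0.969 for 22 °C, 0.974 for 4 °C, 0.972 for CD and 0.982 for HFD. Some libraries of different groups were as close, with an r of 0.981 between CD replicate 6 and HFD replicate 6. Any pair of libraries had at most 1 gene with an identical value above 0. Satellite-high libraries listed 26285 to 32686 genes above 0 and satellite-low libraries 23543 to 24613.

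The first comparison asked which transcripts change in BAT after 24 h at 4 °C. Of 17477 genes tested with limma, 252 were past threshold (213 higher and 39 lower at 4 °C). They comprised 219 mRNA genes, 23 lncRNA genes (22 higher and 1 lower) and 10 genes of other types. Without a test, 1097 genes reached the 2-fold change (951 higher and 146 lower). Of all genes tested, 1082 reached a 2-fold change between the satellite-high libraries, 1556 between the satellite-low libraries and 652 in both with the same direction. Across 10743 genes with a mean of at least 1 FPKM, which are not independent replicates, the 2 sets of fold changes correlated with r 0.646. The number of calls at this threshold depended strongly on the setting. It fell to 0 with no filter on low values, where 4691 genes had an unadjusted p under 0.05, and rose to 920 when X, Y and mitochondrial genes were kept. The last setting tests genes listed at 0 in both 22 °C libraries, and those zeros may be missing estimates. The zeros separate the 22 °C from the 4 °C libraries, so an effect of their cause on autosomal values cannot be excluded.

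The share of higher genes also depended on scaling. It was 84.5% with FPKM as deposited, 63.7% after quantile normalization, 65.0% after median centring, 66.9% after rescaling without mitochondrial genes, rRNA genes and Ucp1, and 52.9% after rescaling to the autosomal sum of mRNA and lncRNA. The median log2 fold change of mRNA genes with a mean of at least 1 FPKM was 0.22 in the values as deposited and −0.04 after median centring, so changes below are to be read against a shift of that size.

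**Figure D1:**
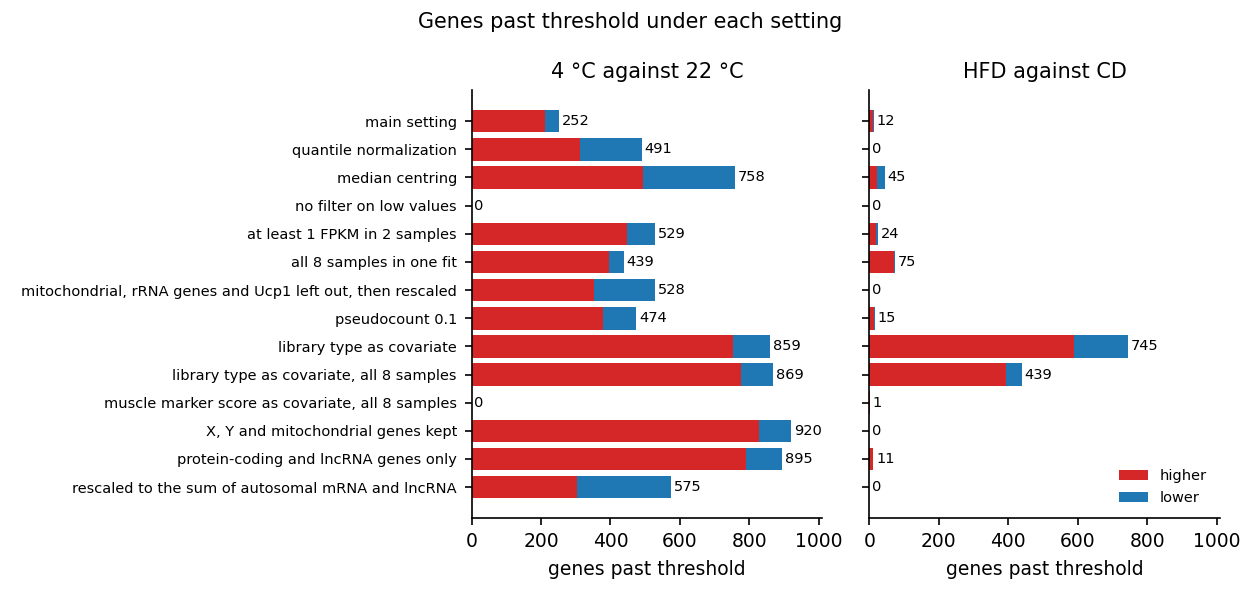
Genes past threshold (horizontal axis, number of genes) under the main setting and each alternative (vertical axis), for 4 °C against 22 °C on the left and HFD against CD on the right, with genes higher in red and lower in blue. The cold comparison gave 252 genes in the main setting and from 0 to 920 under the other settings shown, and the diet comparison gave 12 and from 0 to 745. The 920 came with X, Y and mitochondrial genes kept, where zeros at 22 °C may be missing estimates.

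Among the 13 genes taken from the study's text and plots, the fatty acid elongase Elovl3 (ENSMUSG00000038754, chromosome 19, 46131897 to 46135307) rose from 17.3 ± 13.8 FPKM (SD, n = 2) at 22 °C to 399 ± 209 (SD, n = 2) at 4 °C. Its log2 fold change was 4.58 (SE 0.66, adjusted p 0.0467). The deiodinase Dio2 (ENSMUSG00000007682, chromosome 12, 90724554 to 90738438) rose from 21.03 ± 0.595 to 177 ± 21.7 FPKM (SD, n = 2 each), a log2 fold change of 3.01 (SE 0.22, adjusted p 0.0196). The coactivator Ppargc1a (ENSMUSG00000029167, chromosome 5, 51454250 to 51567726) rose from 10.9 ± 0.0117 to 90.5 ± 23.9 FPKM (SD, n = 2 each), a log2 fold change of 2.92 (SE 0.25, adjusted p 0.0208). The uncoupling protein Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452) had 699 and 1427 FPKM at 22 °C against 6462 and 5371 at 4 °C. Both cold libraries lay above both others, but the log2 fold change of 2.56 (SE 0.51) had an adjusted p of 0.0646 and was not past threshold.

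The remaining listed genes, H19 apart, were not past threshold in the cold in the main setting. Lep fell by 2.13 on the log2 scale (adjusted p 0.0527), and Acot1 and Elovl6 were higher by 1.35 and 1.23 (adjusted p 0.107 and 0.22). Fabp4, Mstn, Igf2, Cidea and Ctcf had log2 fold changes from −0.10 to 1.003, with adjusted p from 0.151 to 0.823. For Cidea the log2 fold change of 0.13 was smaller than its SE of 0.30, and its sign changed with the scaling. With library type as a covariate Ucp1, Lep and Acot1 passed (adjusted p 0.0271, 0.0313 and 0.0269, limma). Those passes rest on less replicate information per gene than the main fit. Over all alternatives adjusted p for Ucp1, Lep and Acot1 ran from 0.0128 to 0.289, from 6.48e-07 to 0.348 and from 0.0269 to 0.307.

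The 5 largest rises past threshold were in Cyp2b10 (ENSMUSG00000030483, chromosome 7, 25897620 to 25926624; log2 fold change 6.88), Trim63 (5.71), Csrp3 (5.63), Ankrd2 (5.54) and Gmpr (5.47). Skeletal muscle in the dissected tissue cannot be excluded as a source of these rises, as set out below. With the muscle marker score as a covariate the fold changes of Trim63, Csrp3 and Ankrd2 shrank to 4.32, 4.01 and 4.41, that of Gmpr to 5.23, and that of Cyp2b10 grew to 7.30. Cyp2b10 went from 0.495 and 0.399 FPKM in the 22 °C libraries to 115 and 249 in the 4 °C libraries. Cyp2b10 belongs to a family of similar genes, so its FPKM is uncertain where fragments fit several members. The 5 largest falls were in n-R5s202 (−3.09), Hcar1 (−3.01), Ntrk3 (−2.66), Impdh1 (−2.65) and Acsm3 (−2.40), which overlaps Eri2 on the opposite strand. Hcar1 (ENSMUSG00000049241, chromosome 5, 123876736 to 123880020), which encodes a lactate receptor, fell from 11.8 ± 0.751 to 0.592 ± 0.222 FPKM (SD, n = 2 each; SE of the fold change 0.19, adjusted p 0.0182). The short ribosomal RNA gene n-R5s202 had 8.33 and 6.73 FPKM at 22 °C and is listed at 0 in both 4 °C libraries. All 7 cold calls listed at 0 in a whole group have a longest transcript of 111 to 138 bases, and FPKM of such short transcripts is uncertain.

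Among lncRNA genes, the largest rises past threshold were in Gm29408 (log2 fold change 3.41), Gm12840 (3.06) and Gm20186 (2.75). Gm12840 (ENSMUSG00000086320, chromosome 4, 117700188 to 117700923, annotated as intergenic) went from 21.1 ± 1.40 to 183 ± 11.4 FPKM (SD, n = 2 each; SE 0.22, adjusted p 0.0196). Gm20186 (chromosome 6, 18845910 to 18848207, minus strand) overlaps Gm26809 on the plus strand, and it is not stated whether the FPKM used the strand, so the values of both are uncertain. The only lncRNA gene past threshold and lower in the main setting was Gm9961 (log2 fold change −1.10, adjusted p 0.0442), which is outside the naming rule and was chosen after its values were seen. The split of lncRNA genes depended on scaling. It was 20 higher and 8 lower after quantile normalization, and 32 and 21 after median centring. With mitochondrial and rRNA genes and Ucp1 left out it was 30 and 18, and after rescaling to the autosomal sum 21 and 19.

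The second comparison asked which transcripts change in BAT of mice fed a HFD. Of 17543 genes tested, 12 were past threshold (9 higher and 3 lower under HFD), and 2532 had an unadjusted p under 0.05. Of the 12, 5 were mRNA genes, 1 was a lncRNA gene and 6 were of other types. Without a test, 771 genes reached a 2-fold change (607 higher and 164 lower). Among settings with the same threshold library type moved this result most, with 745 genes past threshold (588 higher and 157 lower) once it was a covariate, and the 12 calls were among them. Since 771 genes reached a 2-fold change at all, that fit acted almost as a fold-change cutoff and is weak evidence of stability. Quantile normalization left 0 genes, with 2127 at an unadjusted p under 0.05. The share of higher genes was 75.0% with FPKM as deposited and 51.1% after median centring, where 45 genes passed. The median log2 fold change of mRNA genes was 0.30 as deposited and −0.06 after median centring.

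Lep, the leptin gene (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877), rose from 1.62 ± 1.86 to 72.6 ± 15.4 FPKM (SD, n = 2 each) under HFD, a log2 fold change of 5.005 (SE 0.55, adjusted p 0.0425). Nnat rose by 3.94 (ENSMUSG00000067786, chromosome 2, 157560078 to 157562522; 4.30 ± 1.37 to 79.7 ± 12.8 FPKM, SD, n = 2 each; adjusted p 0.0425), and lies inside Blcap on the opposite strand. Npr3 rose by 3.34 (adjusted p 0.0449) and Mest, which overlaps Copg2 on the opposite strand, by 2.54 (adjusted p 0.0425). The thioesterase gene Acot1 (ENSMUSG00000072949, chromosome 12, 84009502 to 84017670) fell by 2.65 on the log2 scale (SE 0.30, adjusted p 0.0467), from 13.95 ± 1.705 to 1.38 ± 0.0423 FPKM (SD, n = 2 each). Acot1 has close paralogs, so its FPKM is uncertain where fragments fit several of them. The other 7 calls, including the lncRNA gene Gm29362 and the snoRNA gene Gm22027, are listed at 0 in a whole group and have a longest transcript of 126 to 138 bases. Gm29362 is listed at 0 in both CD libraries, has 3.41 and 3.16 FPKM under HFD and lies within Alkbh1 on the same strand. The snoRNA gene Mir3068 (chromosome 12, 87437682 to 87437817, same strand) covers all of Gm29362. Which of these genes the fragments came from is therefore uncertain.

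The other listed genes, H19 apart, were not past threshold in the diet comparison in the main setting. Elovl3 had 234 and 118 FPKM under CD against 18.1 and 17.8 under HFD, with a log2 fold change of −3.14 (SE 0.50, adjusted p 0.118). Elovl6 fell by 2.13 on the log2 scale (adjusted p 0.141). Ucp1 had 3519 and 2300 FPKM under CD and 2026 and 2976 under HFD, and its log2 fold change of −0.21 (SE 0.83) was smaller than the spread between replicates. Cidea, Dio2, Ppargc1a, Fabp4, Mstn, Igf2 and Ctcf had log2 fold changes from −1.07 to 0.86 and adjusted p from 0.17 to 0.947. With library type as a covariate Elovl3, Elovl6 and Cidea passed (adjusted p 0.00339, 0.00345 and 0.0483, limma), and Elovl3 and Elovl6 also did after median centring and with that covariate in all 8 libraries. Over all alternatives the adjusted p ran from 0.00339 to 0.528 for Elovl3, from 0.00345 to 0.528 for Elovl6 and from 0.0483 to 0.818 for Cidea. The lowest value of each came with library type as a covariate, which acted almost as a fold-change cutoff in this comparison.

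H19 is a lincRNA gene expressed from the maternal allele (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143, minus strand). Its longest annotated transcript has 2286 bases in 5 exons. H19 had 4.21 and 0.956 FPKM in the 22 °C libraries, 32.4 and 15.4 at 4 °C, 3.13 and 11.5 under CD and 1.16 and 0.156 under HFD. Against the fragment step and the longest transcript, this is about 30.2 fragments in HFD replicate 6 and from about 246.4 to 6191 in the other libraries. Mean FPKM was 2.58 ± 2.30 at 22 °C and 23.9 ± 12 at 4 °C (SD, n = 2 each). The log2 fold change in the cold was 2.88 (SE 0.56). Both 4 °C libraries lay above both 22 °C libraries, but the adjusted p of 0.0632 did not pass. Mean FPKM was 7.32 ± 5.92 under CD and 0.657 ± 0.710 under HFD (SD, n = 2 each). The log2 fold change under HFD was −2.19 (SE 0.54, adjusted p 0.169), again with both libraries of a group beyond both of the other.

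Within satellite-high libraries the H19 difference was 1.66 on the log2 scale in the cold and −2.53 under HFD, and within satellite-low libraries it was 4.09 and −1.84. With library type as a covariate, chosen after seeing the data, H19 passed in both comparisons (adjusted p 0.0382 and 0.00404, limma). Under HFD that fit called 745 genes where 771 reached a 2-fold change, so its passes say little about replicate spread. With that covariate and all 8 libraries in 1 fit H19 passed in the cold (0.0297) and not under HFD (0.068). Adjusted over the 13 listed genes alone, H19 had an adjusted p of 0.0071 in the cold and 0.0108 under HFD (limma). Over that list 7 genes passed in the cold, against 3 over all genes, and 5 passed under HFD, against 2. Some of these genes were taken from labels on the study's plots of the same libraries, so the counts over the list show no stability. With the muscle marker score below as a covariate and all 8 libraries in 1 fit, H19 was higher by 0.95 in the cold (adjusted p 0.416) and fell by 0.14 under HFD (adjusted p 0.949). Over the alternatives adjusted p for H19 ran from 1.55e-06 to 0.416 in the cold and from 0.00404 to 0.949 under HFD. The 1.55e-06 came with mitochondrial and rRNA genes and Ucp1 left out, and is likewise not read as a measure of replicate spread.

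**Figure D2:**
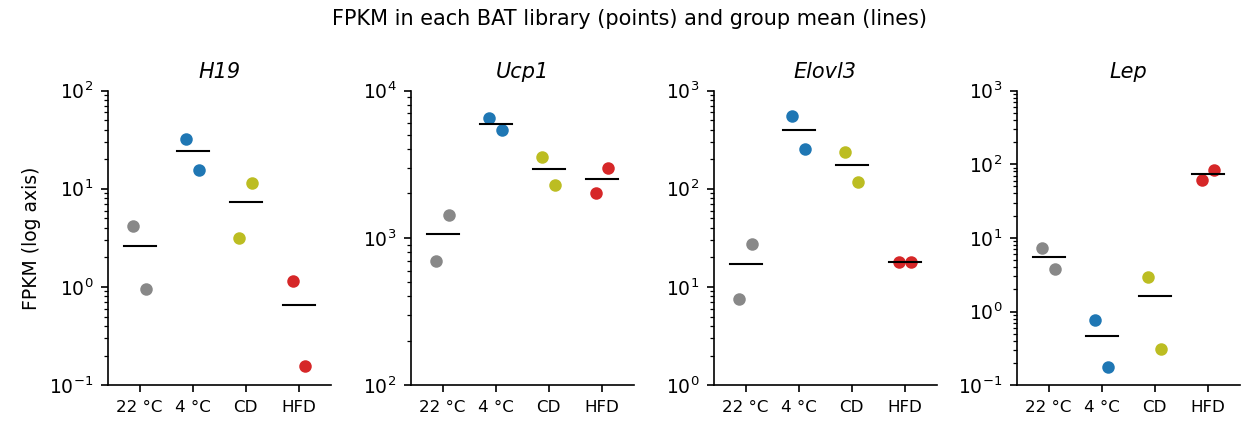
FPKM (vertical log axis) of H19, Ucp1, Elovl3 and Lep in each of the 8 BAT libraries, by group (horizontal axis), with points for libraries and lines for group means. H19 was 0.956 and 4.21 FPKM at 22 °C and 15.4 and 32.4 at 4 °C, and 0.156 to 1.16 under HFD.

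Skeletal muscle markers differed between the groups in the same way as H19. All 11 markers tested were higher in both 4 °C libraries than in both 22 °C libraries, with a median log2 fold change of 3.37, where 37.9% of all genes tested were higher in both libraries and chance gives 16.7%. Under HFD 10 of 11 were lower in both libraries than in both CD libraries, with a median of −3.74, where 5.8% of all genes tested were lower in both. The median was 2.83 or more in the cold and −3.74 or less under HFD under each scaling. None of the 11 was past threshold in either comparison, where adjusted p ran from 0.0634 to 0.109 and from 0.137 to 0.534. For the creatine kinase gene Ckm, FPKM was 115 and 21.7 at 22 °C, 1002 and 404 at 4 °C, 130 and 257 under CD and 31.4 and 3.58 under HFD. The muscle marker score put the 8 libraries in the same order as H19 (Pearson r 0.971, exact permutation p 4.96e-05; Spearman rho 1, exact permutation p 4.96e-05, the smallest this design can give). This relation was chosen after the values were seen. The permutations exchanged libraries across the groups, so a response to treatment shared by H19 and the markers could also give a small p. Adjusted over the 10872 genes with a mean of at least 1 FPKM that were related to the score in the same way, the exact permutation p was 0.0163, and 133 of these genes had an adjusted p under 0.05. Without the 2 libraries farthest from the median score r was 0.987 (exact permutation p 0.00278). With a rho of 1 the order is necessarily the same within each library type, whose 4 libraries are too few for a correlation of their own.

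**Figure D3:**
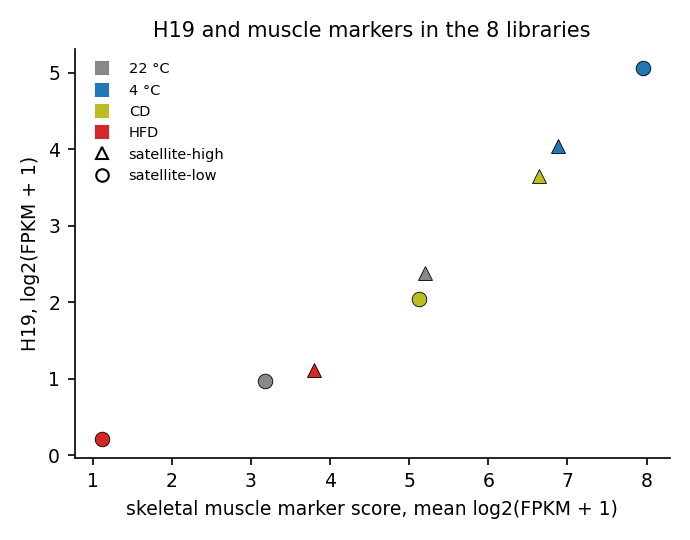
H19 in log2(FPKM + 1) (vertical axis) against the skeletal muscle marker score, the mean log2(FPKM + 1) of 11 markers (horizontal axis), with 1 point per BAT library, colours for the groups, triangles for satellite-high and circles for satellite-low libraries. H19 is lowest (0.21) where the score is lowest (1.11, an HFD library) and highest (5.06) where the score is highest (7.95, a 4 °C library), and no library is out of order.

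The cold and diet comparisons were then set against each other. Only 2 genes were past threshold in both comparisons among 16559 tested in both, where 0.2 would be shared by chance. They were 1 with the same and 1 with the opposite direction (Fisher's exact test of direction, two-sided p 1). Named after their values were seen, they are Npr3, higher in both, and Gm44313, which is listed at 0 in both 4 °C and both CD libraries. The number past threshold that rose in the cold and fell under HFD was 0. With library type as a covariate 147 genes were shared, 104 of them in opposite directions and 95 of these higher in the cold (Fisher's exact p 0.00107). With that covariate and all 8 libraries in 1 fit 58 were shared, 30 in opposite and 28 in the same direction (Fisher's exact p 0.0634). Genes are not independent replicates, so these p-values do not measure the spread between mice. The 147 also carry the limit on replicate information given above for that covariate. Higher in the cold and lower under HFD was also the direction of the muscle markers.

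The last comparison asked whether PEGs and MEGs move as sets. In the cold, 26 PEGs were tested and had an NES of −1.28 (permutation p 0.132, adjusted p 0.176), with 10 higher and 15 lower and a median log2 fold change of −0.08. The 36 MEGs tested, H19 among them, had an NES of 1.18 (permutation p 0.225, adjusted p 0.225). Under HFD, 27 PEGs had an NES of 1.302 (permutation p 0.0996, adjusted p 0.176), with 20 higher and 7 lower and a median log2 fold change of 0.13. The 34 MEGs had an NES of 1.32 (permutation p 0.071, adjusted p 0.176), with 30 higher and 4 lower. The median of mRNA genes with a mean of at least 1 FPKM was 0.22 in the cold and 0.30 under HFD, but the sets also hold genes below that level, whose changes are understated. No set was past an adjusted p of 0.05. The alternative that moved an adjusted p most was camera, which gave 0.797 for PEGs under HFD, where the alternatives ranged from 0.05 to 0.797. With the filter of 1 FPKM in 2 libraries the PEGs had an NES of −1.65 in the cold and 1.49 under HFD, both with an adjusted p of 0.05, and the MEGs one of 0.894 (adjusted p 0.636) and 1.31 (adjusted p 0.111). Single PEGs past threshold were Nnat and Mest, both higher under HFD, and no MEG passed in either comparison. Adjusted over the 36 MEGs alone, 3 passed in the cold (Cobl, H19 and Slc22a3), and over the 34 under HFD 2 passed (H19 and Meg3). Over the PEG lists alone, Nnat passed in the cold and Nnat and Mest under HFD.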

Values the study reported

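Using a fold-change threshold of 2 in either direction, the study reported 1394 mRNAs higher and 1147 lower in BAT of cold-exposed mice, and 433 higher and 429 lower in BAT of obese mice. For lncRNAs it reported 71 higher and 101 lower in the cold, and 6 higher and 33 lower in obesity. It used 2 mice per condition.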

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

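Library type as a covariate, the muscle marker score as a covariate, keeping X, Y and mitochondrial genes, testing only mRNA and lncRNA genes, and rescaling to the autosomal sum were chosen after seeing the data. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. DESeq2 and the count normalizations were not run because the table holds no counts, and the transcript alternative did not apply to a table by gene. The cause of the changes below was not tested unless a cause is given.

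The 252 genes past threshold in the cold became 491 after quantile normalization, 758 after median centring, 529 with the filter of 1 FPKM, 439 with all 8 libraries in 1 fit, 528 with mitochondrial and rRNA genes and Ucp1 left out, 474 with a pseudocount of 0.1 and 575 after rescaling to the autosomal sum. They became 859 with library type as a covariate, 869 with that covariate and all 8 libraries, 920 with X, Y and mitochondrial genes kept, 895 with only mRNA and lncRNA genes, and 1097 by fold change with no test. The count was 0 with no filter (4691 at an unadjusted p under 0.05) and 0 with the muscle marker score as a covariate (2647). Of the 252, from 201 to 252 were also past threshold under the 11 settings that gave any. The 528 carry the limit on adjusted p of that setting given for H19 below.

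The 23 cold lncRNA genes became 53 after median centring, 35 with all 8 libraries, 48 with mitochondrial and rRNA genes and Ucp1 left out, 49 with a pseudocount of 0.1, 47 with library type as a covariate, 50 with that covariate and all 8 libraries, 42 with X, Y and mitochondrial genes kept, 51 with only mRNA and lncRNA genes, 40 after rescaling, 39 with no minimum fold change and 59 by fold change alone. They were 0 with no filter (601 at an unadjusted p under 0.05) and 0 with the muscle marker score (318).

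The 12 genes in the diet comparison became 45 after median centring, 24 with the filter of 1 FPKM, 75 with all 8 libraries, 745 with library type as a covariate, 439 with that covariate and all 8 libraries, 1 with the muscle marker score and 771 by fold change alone. The count was 0 after quantile normalization (2127 at an unadjusted p under 0.05), with no filter (2490), with mitochondrial and rRNA genes and Ucp1 left out (2307), with X, Y and mitochondrial genes kept (2533) and after rescaling (2335). The 1 lncRNA gene became 3 after median centring, 2 with the filter of 1 FPKM, 2 with all 8 libraries, 25 with library type, 14 with library type and all 8 libraries, 3 with only mRNA and lncRNA genes and 25 by fold change alone. It was 0 after quantile normalization (223 at an unadjusted p under 0.05), with no filter (301), with mitochondrial and rRNA genes and Ucp1 left out (168), with the muscle marker score (242), with X, Y and mitochondrial genes kept (237) and after rescaling (202).

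The 2 genes past threshold in both comparisons became 8 after median centring, 5 with the filter of 1 FPKM, 4 with all 8 libraries, 147 with library type, 58 with library type and all 8 libraries (30 in opposite and 28 in the same direction), and 5 with only mRNA and lncRNA genes. They were 0 after quantile normalization, with no filter, with mitochondrial and rRNA genes and Ucp1 left out, with the muscle marker score, with X, Y and mitochondrial genes kept and after rescaling, and each of these settings had 1 comparison or both with at most 1 call.

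H19 kept its direction in both comparisons under every alternative run. In the cold it passed the adjusted threshold after median centring (2.62), with mitochondrial and rRNA genes and Ucp1 left out (2.55), with library type as a covariate in 4 or 8 libraries, with X, Y and mitochondrial genes kept and with only mRNA and lncRNA genes (2.88 in these 4). Under HFD it passed with library type as a covariate (−2.19). The adjusted p from limma ran from 1.55e-06 to 0.416 in the cold and from 0.00404 to 0.949 under HFD. Leaving out 1 replicate in turn gave 2.17 to 3.58 in the cold and −2.985 to −1.39 under HFD.

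Across the fits that each left out 1 replicate, genes at a 2-fold change numbered 999 to 1716 in the cold and 692 to 1487 under HFD. The NES ranged from −1.23 to −1.13 for PEGs and 0.914 to 1.08 for MEGs in the cold, and from 1.33 to 1.45 and 0.939 to 1.39 under HFD. The gene sets kept their direction under each alternative run. Those alternatives that gave a test, which leaving out replicates did not, had an adjusted p of 0.05 or above.

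Some single genes changed sign. Cidea in the cold went from 0.13 to −0.42 after quantile normalization, −0.12 after median centring, −0.29 with mitochondrial and rRNA genes and Ucp1 left out and −0.29 after rescaling. Under HFD, Fabp4 went from 0.21 to 0.00 after quantile normalization, −0.15 after median centring and −0.31 with the muscle marker score, and from −0.26 to 0.67 leaving out 1 replicate. Ucp1 under HFD went from −0.21 to 0.009 after quantile normalization, and from −0.519 to 0.094 leaving out 1 replicate. Ctcf under HFD went from 0.27 to −0.078 after quantile normalization and −0.085 after median centring. With the muscle marker score Ctcf in the cold was 0.097, and Mstn and Igf2 under HFD were 0.053 and 0.115. Igf2 under HFD ranged from −0.105 to 0.036 leaving out 1 replicate. Among the other values of single named genes apart from H19, 575 kept their direction and side of the threshold or stayed within the spread, 81 were weaker, 26 stronger and 5 moved. Of the counts split by direction, 91 moved and 26 did not.

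Depth limits the low values. By the step of 1 fragment, 3 fragments on 2000 bases are 0.0131 to 0.0181 FPKM, below the filter of 0.1 FPKM. H19 had at least about 30.2 fragments in each library.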

Other observations

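The tests of H19 against muscle, of genomic DNA, of gene length, of macrophage markers and of genes at a 2-fold change following the muscle score were chosen only after the result was seen.

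H19 may follow the amount of skeletal muscle in the dissected tissue. Its Pearson r with the muscle marker score over the 8 libraries was 0.971 (exact permutation p 4.96e-05, or 0.0163 adjusted over 10872 genes) and its order was the same as that of the score. Because libraries were exchanged across the groups, a shared response to treatment could also give a small p. Among 429 lncRNA genes with a mean of at least 1 FPKM, H19 had the highest r and 7 had an adjusted p under 0.05 over the 429, and 13 of 10872 genes of any type had an r as high, H19 included. On the differences between libraries of the same group alone, H19 had a cosine of 0.906 with the score, and 11 of the 429 lncRNA genes were as high. With the score as a covariate the fold change of H19 fell from 2.88 to 0.95 in the cold and from −2.19 to −0.14 under HFD. Since the score itself differs between the groups, that covariate also removes group differences, and a change of H19 in brown adipocytes cannot be told apart from a change in the share of muscle. That is a hypothesis found and tested on the same data.

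The same question applies to the other genes. In the cold 11 of 11 muscle markers were higher in both libraries, and under HFD 10 of 11 were lower, with camera adjusted p of 0.000376 and 8.76e-16 (limma). These p-values treat markers that vary together almost as independent and do not measure the spread between mice. Singly, no marker was past threshold. Among genes at a 2-fold change, 4.0% in the cold (44 of 1097) and 4.8% under HFD (37 of 771) followed the score inside the groups, against 1.7% and 2.0% of all genes tested. Following meant a cosine above 0.9 with the score on the differences between libraries of the same group. Most of these genes did not pass that cutoff, but H19 itself reached only 0.906, so genes partly driven by muscle could miss it. With 2 libraries per group muscle cannot be excluded for single genes. With the score as a covariate the 5 largest rises in the cold had log2 fold changes of 7.30 for Cyp2b10, 4.32 for Trim63, 4.01 for Csrp3, 4.41 for Ankrd2 and 5.23 for Gmpr, against 6.88, 5.71, 5.63, 5.54 and 5.47 without it. That fit called 0 genes in the cold (2647 at an unadjusted p under 0.05), so it cannot tell these genes apart by a threshold.

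The libraries split by satellite transcripts in each group, and genomic DNA is a candidate source. Of 1726 olfactory and vomeronasal receptor genes, 600 to 1471 were above 0 in satellite-high libraries and 182 to 220 in satellite-low ones, and the smallest ratio within a group was 3.03. No biological explanation was tested for this split, which crosses all groups.

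Calls listed at 0 in a whole group could reflect gene length. Of these 14 calls, 100% had a longest transcript of at most 150 bases, against 1.5% of genes tested in the cold and 1.4% under HFD. No biological explanation was tested for them.

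The share of rises among the cold calls moved by 17.6 percentage points when mitochondrial and rRNA genes and Ucp1 were left out before rescaling. Median centring, which removes a shift of any cause, moved the share from 84.5% to 65.0%, so whether those genes caused the shift cannot be told from these settings. Mitochondrial genes are listed at 0 in both 22 °C libraries, or all but 1. The same libraries list at 0 all 250 X genes that reach 1 FPKM in each of the 5 libraries with X values. That argues against a low amount of RNA as the source of these zeros, and for how the table was made. How much mitochondrial RNA there was at 22 °C cannot be told from them.

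The CD libraries carry different identifier prefixes. The fold changes of HFD replicate 2 over CD replicate 8 and of HFD replicate 6 over CD replicate 6 correlated across genes with r 0.666, where genes are not independent replicates. The CD libraries correlated with an r of 0.972, between 0.969 for 22 °C and 0.982 for HFD, and CD replicate 6 was closer to HFD replicate 6, at 0.981. Fold changes followed each other across the prefixes in this test, which does not exclude an effect of the prefix on single genes.

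Macrophage markers were higher under HFD. All 6 were higher in both libraries, where 39.9% of all genes tested were and chance gives 16.7%, with a median log2 fold change of 1.62 (camera adjusted p 0.000376, limma, over 12 tests), and 0 of 6 were past threshold singly. The lowest median over the scalings was 1.27, so scaling did not account for it. The rise was not specific to macrophages. Among the 12 tests, proliferation markers under HFD (6 of 6 higher, median 0.65, or 0.29 under the lowest scaling, camera adjusted p 0.00753), white adipocyte markers under HFD (4 of 6 higher, 2 past threshold, median 0.71, adjusted p 0.0306) and lymphoid markers in the cold (5 of 7 lower, median −0.17, adjusted p 0.0141) also had an adjusted p under 0.05, besides the muscle markers. The camera p-values of all these lists do not measure the spread between mice, as for the muscle markers. More macrophages in BAT under HFD remains a hypothesis.

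By fold change alone, 852 mRNA genes were higher and 123 lower in the cold, and 145 were lower under HFD. These are lower than the values quoted from the study above. By the same criterion 8 lncRNA genes were lower in the cold and 6 lower under HFD. These too are lower than the values quoted from the study above. The number of lncRNA genes higher under HFD was 19. That is higher than the value quoted from the study above. There were 551 mRNA genes higher under HFD and 51 lncRNA genes higher in the cold. The first is higher and the second lower than the value quoted from the study above, by smaller ratios than the others. Gene types here come from GENCODE M21 while the study used its own Ensembl release, so lncRNA counts can differ for that reason. The study's pipeline used DESeq2, whereas fold changes here are on log2(FPKM + 1), which understates those of genes with low FPKM. Genes here also had to pass the 0.1 FPKM filter, and X, Y and mitochondrial genes were left out. The counts are therefore not like for like. Falls also depended on scaling. Past threshold in the cold, 1 lncRNA gene was lower in the values as deposited and 21 after median centring.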
